A study of Homo sapiens with 83 samples. Its data were reported in "MYC disrupts transcriptional and metabolic circadian oscillations in cancer and promotes enhanced biosynthesis" (2023).

How the data were processed

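RNA sequencing of polyadenylated RNA had been carried out on 83 libraries from 2 human neuroblastoma cell lines, SHEP and SKNAS, that carry N-MYC-ER, a fusion of N-MYC with the estrogen receptor's ligand-binding part that is held inactive until 4-hydroxytamoxifen (4OHT) is added. Cells given 4OHT are called MYC-ON and cells given the ethanol vehicle MYC-OFF. After dexamethasone, which sets the cells' clocks to a common phase, RNA was collected every 4 h, and circadian time (CT) counts the hours after dexamethasone. SHEP had 2 time series of 14 CTs per condition, from CT24 to CT76, which makes 28 libraries per group. SKNAS had 1 series per condition, with 14 libraries in MYC-OFF and 13 in MYC-ON, where the series ended at CT72. Another cell line and a second SKNAS series of the study were not analysed here.

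The authors quantified the reads with Salmon 1.3.0 against Gencode 35 transcripts (GRCh38), summed transcripts to genes with Tximport 1.12.3 and added symbols from Ensembl 101. The deposited values are TPM (transcript abundance divided by gene length and scaled to one fixed total per library), 1 value per gene and library, for 60237 genes, of which 961 entries repeat a symbol already listed. For a repeated symbol the entry with the highest mean was used when the symbol is named. Every column was checked and sums to 1000000. TPM are divided by gene length and by the library's own total, so they keep no read depth. The depth of each library is unknown here, no counting error can be given for a single value, and a fall of some genes must be balanced by a rise of others. Because the values are not counts, the count model of the study's methods (DESeq2, as used by the authors) was replaced by limma on log values. Gene coordinates and GC content came from Gencode 44, which is on the same build, GRCh38, as the authors' annotation. Of the genes tested, 99.8% in SHEP and 99.8% in SKNAS had a length there.

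Levels were compared with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), per cell line, with CT as a factor and each time point as a replicate, as in the study's design. Genes with a mean TPM of at least 1 over the line's libraries were tested. A gene was called changed at a Benjamini-Hochberg adjusted p of at most 0.05 and a log2 change of at least 0.15 either way, and as changed 1.5-fold at 0.66. Every fold change is on the log2(TPM + 1) scale, which understates the change of genes at low TPM. The time points of 1 series come from 1 experiment, so SKNAS has no repeat of the experiment and SHEP has 2. The difference of the MYC effect between lines was tested as an interaction over all 83 libraries, with line by CT as factors. Fixed gene lists (clock, MYC targets, cytosolic and mitochondrial ribosomal proteins, cytosolic tRNA synthetases, ribosome biogenesis, oxidative phosphorylation, collagens, integrins, extracellular matrix, lysosome, and cell cycle S and G2M) were tested with camera at a preset correlation of 0.01, with fry and an estimated correlation beside it. The lists were written from general knowledge and stand in for the gene set databases of the study.

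Rhythms were fitted with a damped harmonic oscillator, the model of the study's tool, which was not at hand. Genes above 0 TPM in at least 70% of a group's libraries entered. The linear trend of each series was removed, a period from 8 to 52 h (steps of 0.5 h) and an amplitude change coefficient within 0.2 (steps of 0.02) were searched by least squares, and the fit was compared with the data by Kendall's tau. A gene was called oscillating with a period of 20 to 28 h, an amplitude change coefficient within 0.15 and a Benjamini-Hochberg adjusted p under 0.05 in SHEP or 0.1 in SKNAS, as in the study. The study also asked for an unadjusted p under 0.05, which the design fixed here left out. It is an alternative for SKNAS, chosen after seeing the data. Since the period is chosen to fit the data, this p is too small. Its background was therefore measured in 2 ways: with the time points put in random order (25 orders), and with 200000 simulated noise genes put through the same fit, which also gave a second p-value for each real gene. The agreement of peaks between the SHEP series was set against 25 random orders of the time points of series 2. A 24 h cosinor on log2(TPM + 1), with a limma F test, is an alternative with a fixed period. The difference in rhythm between MYC-OFF and MYC-ON was tested with a limma F test of the condition by cosine and condition by sine terms at 24 h, with a mean and linear trend for each series. Confidence intervals of shares are 95% Wilson intervals over genes. Genes are not independent replicates, so these intervals cover counting error only.

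The tests, the thresholds, the gene lists and the alternatives named next were chosen before the data were examined. So was the rule for the genes named: the lists clock, nutrient transporters (SLC7A5, SLC3A2, SLC2A1) and MYC genes (MYCN, MYC, MYCL), the 5 genes per direction with the largest smaller-of-both-lines change among genes past the threshold in both lines with a mean TPM of at least 5 in both lines and the same direction in each series, and the 5 genes oscillating in MYC-OFF of both lines with the smallest larger-of-both p. The alternatives were a pseudocount of 0.1, no filter or a mean TPM of at least 5, median-of-ratios rescaling, leaving out CT24 or the CT term, series as a block, series means as replicates, each SHEP series alone, other trends, period ranges and thresholds, and the 2 rhythm alternatives above. Added after the data had been seen were the library median as covariate or removed with the trend, fits within libraries of similar median, and the library's slope on GC content as covariate or removed with the trend. Results of 1 gene of the clock list are not reported here by name, though it is counted in the list. Library medians are over genes kept in a line, on log2(TPM + 1). The limits between bands of medians, 3.3 and 3.8, were set after the medians had been seen.

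Each procedure was tested on simulated data. In the level test, 98.5% of 200 genes changed by 1 on the log2 scale were recovered in SHEP and 69% in SKNAS. Of the unchanged genes 7 were called in SHEP and 6 in SKNAS, where 14362 and 13886 genes were simulated, changed ones included. The simulated noise was independent between genes and libraries, so shifts shared by whole libraries, as in SKNAS, were left out. Other splits of the real SKNAS libraries into conditions called up to 4269 genes (median 0). The oscillator fit recovered all (100%) of 200 waves with an amplitude of 2 SD in SHEP MYC-OFF and 97% in SKNAS MYC-ON, but also called 11.4% and 13.3% of 4800 pure noise genes. The 24 h difference test recovered 89% of 200 waves present in MYC-OFF alone in SHEP and 13% in SKNAS. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the oscillator fits and plots.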

Results

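The data covered 83 RNA-seq libraries in 4 groups: SHEP MYC-OFF (28), SHEP MYC-ON (28), SKNAS MYC-OFF (14) and SKNAS MYC-ON (13). The study asked how activated N-MYC changes the level and the circadian oscillation of transcripts. The labels give an average depth for the series, and the depth of each library is unknown, because the deposited TPM all sum to the same total. In SHEP MYC-OFF, 21726 to 22839 genes per library were above 0 TPM, and in SHEP MYC-ON 21783 to 25484. In SKNAS it was 16241 to 21971 genes in MYC-OFF, the widest range of the 4 groups, and 19660 to 21557 in MYC-ON.

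The libraries of SKNAS also differed in their median. The median over genes of log2(TPM + 1) was 4.10 ± 0.049 (SD, n = 28) in SHEP MYC-OFF and 4.04 ± 0.059 (SD, n = 28) in SHEP MYC-ON. It was 3.92 ± 0.52 (SD, n = 14) in SKNAS MYC-OFF and 3.52 ± 0.48 (SD, n = 13) in SKNAS MYC-ON. In SKNAS, 13 libraries had a median of at least 3.8, 7 were between 3.3 and 3.8, and 7 were below 3.3. Outside the highest band were 4 of 14 MYC-OFF and 10 of 13 MYC-ON libraries (two-sided Fisher's exact test, p = 0.0213). This limits every comparison of levels in SKNAS below.

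**Figure D1:**
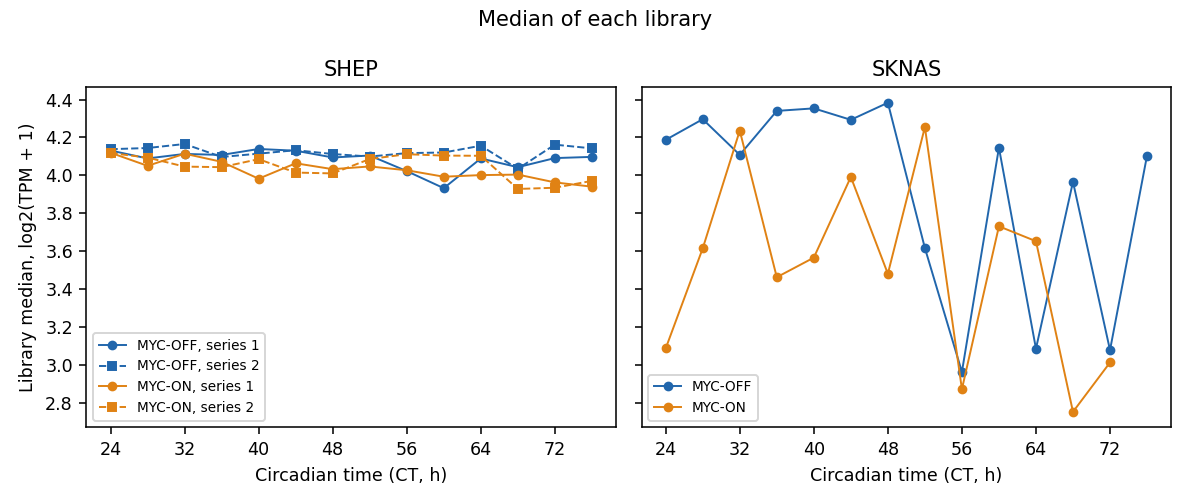
Median over genes of log2(TPM + 1) for each library (vertical axis) against circadian time in hours (horizontal axis), with MYC-OFF in blue and MYC-ON in orange and 1 point per library. SHEP medians lie between 3.93 and 4.17, while SKNAS medians run from 2.76 to 4.38 and fall into 3 bands.

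MYCN (ENSG00000134323; chromosome 2, 15940550 to 15947007 on the + strand), to which RNA of the N-MYC-ER fusion would also be assigned, was read first as a check of the labels. The fusion is activated at the protein level, so its transcript need not rise. It was at 555 ± 70.8 TPM (SD, n = 28) in SHEP MYC-OFF and 377 ± 69.5 TPM (SD, n = 28) in SHEP MYC-ON, a log2 change of -0.57 (SE 0.057, limma adjusted p = 2.89e-12), lower in 28 of 28 same-CT pairs. In SKNAS it was at 547 ± 341 TPM (SD, n = 14) and 365 ± 297 TPM (SD, n = 13), with no detectable change (log2 change -0.67, SE 0.55, limma adjusted p = 0.329), lower in 9 of 13 same-CT pairs. With the library median as covariate that change took the opposite sign, at 0.65 (limma adjusted p = 0.0679). MYC (ENSG00000136997; chromosome 8, 127735434 to 127742951, + strand) was lower in MYC-ON in both lines. It went from 11.3 ± 2.28 to 2.56 ± 1.46 TPM in SHEP and from 14.97 ± 5.85 to 1.65 ± 0.959 TPM in SKNAS. The log2 changes were -1.87 (SE 0.10, limma adjusted p = 9.33e-21) and -2.53 (SE 0.19, limma adjusted p = 8.19e-08), with MYC lower in 28 of 28 and 13 of 13 pairs. MYCL stayed under the mean TPM of 1 in all 4 groups and was not tested in either line.

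The first comparison asked which transcripts changed in level with activated N-MYC. In SHEP, 14362 genes were tested, of which 4734 were higher and 5580 lower in MYC-ON, 71.8% of those tested. At the 1.5-fold threshold, 1349 were higher and 1632 lower. The alternative that moved the SHEP counts most used the 2 series means per condition as replicates, which gave 3443 higher and 4091 lower genes. Across 14126 genes tested in both, the changes in the 2 SHEP series correlated at Pearson's r = 0.938 and Spearman's rho = 0.929, and 88.8% had the same sign. These are correlations across genes, which are not independent replicates.

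In SKNAS, 13886 genes were tested, of which 1903 were higher and 4772 lower in MYC-ON, 48.1% of those tested. At the 1.5-fold threshold, 968 were higher and 3305 lower. The split between higher and lower genes depended on the scaling. Of the genes called, 28.51% were higher on TPM, 54.4% after median-of-ratios rescaling (3854 higher, 3231 lower) and 52.0% with the library median as covariate (3924 higher, 3620 lower). The median log2 change of all SKNAS genes was -0.29 on TPM, 0.043 after rescaling and 0.013 with the covariate, and changes in SKNAS are read relative to that shift. In SHEP, 45.9% of the called genes were higher on TPM and 50.2% after rescaling, and the median change was -0.036 and 0.0053.

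The second comparison asked how far the change was shared. Of 12306 genes tested in both lines, 504 were higher 1.5-fold in both, where 76.8 would be shared if the 2 sets were independent. Lower 1.5-fold in both were 898, against 280 for independent sets, and 37 genes changed 1.5-fold in opposite directions. Across these genes the log2 changes correlated at r = 0.67 and rho = 0.66, again across genes that are not independent replicates. Rescaling changed the shared counts to 864 higher and 563 lower. The difference of the MYC effect itself passed the threshold for 3381 of 15942 genes, with the SKNAS effect above that of SHEP in 800 and below it in 2581. With the library median as covariate 2223 genes passed, and 1687 of the 3381 were among them with the same sign.

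The genes with the largest shared rise were SH2B2, POLR3G, EPOP, NR1D1 and PLD6. SH2B2 (ENSG00000160999; chromosome 7, 102285091 to 102321711, + strand) rose from 1.85 ± 0.711 to 25.2 ± 5.59 TPM in SHEP (log2 change 3.21, SE 0.086, limma adjusted p = 8.36e-33) and from 9.89 ± 2.21 to 90.0 ± 19.2 TPM in SKNAS (3.07, SE 0.13, limma adjusted p = 2.26e-10). POLR3G (ENSG00000113356; chromosome 5, 90471748 to 90514557, + strand) changed by 2.40 and 2.58 on the log2 scale in SHEP and SKNAS, EPOP by 2.39 and 2.67, NR1D1 (ENSG00000126368; chromosome 17, 40092793 to 40100589, - strand) by 2.63 and 2.51, and PLD6 by 2.22 and 2.63. The genes with the largest shared fall were PLAT, COL5A1, TGM2, SEMA3C and ARNTL. PLAT (ENSG00000104368; chromosome 8, 42174718 to 42207709, - strand) went from 82.4 ± 20.1 to 7.004 ± 1.60 TPM in SHEP (log2 change -3.35, SE 0.081, limma adjusted p = 1.86e-34) and from 65.2 ± 27.9 to 6.76 ± 3.48 TPM in SKNAS (-2.99, SE 0.25, limma adjusted p = 2.02e-07). COL5A1 changed by -3.24 and -2.52 on the log2 scale, TGM2 by -2.07 and -2.60, SEMA3C by -2.02 and -2.28, and ARNTL (ENSG00000133794; chromosome 11, 13276652 to 13387266, + strand) by -2.03 and -2.18. Each of these 10 genes moved its way in 28 of 28 same-CT pairs of SHEP and 13 of 13 of SKNAS, and kept its sign in SKNAS after rescaling and with the covariate.

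Of the nutrient transporters, SLC7A5 changed by 1.67 in SHEP and 1.58 in SKNAS on the log2 scale (limma adjusted p = 9.88e-32 and 2.41e-04), from 73.9 ± 18.7 to 236 ± 53.7 TPM in SHEP. SLC3A2 changed by 1.00 and 0.97 (limma adjusted p = 9.90e-25 and 1.81e-05). Both were higher in 28 of 28 SHEP pairs and 13 of 13 SKNAS pairs. SLC2A1 was lower in SHEP by -0.36 (limma adjusted p = 2.48e-07, lower in 25 of 28 pairs) and not detectably changed in SKNAS (-0.62, limma adjusted p = 0.116), lower in 8 of 13 pairs, where the covariate gave 0.17. Its difference between lines was -0.26 (limma interaction, adjusted p = 0.315) and 0.54 with the covariate (adjusted p = 4.76e-04), both under the 0.66 threshold.

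For the fixed lists the question was which programs moved together. Median log2 changes in SHEP and SKNAS were 0.79 and 0.64 for MYC targets, 0.74 and 0.58 for ribosome biogenesis, 0.55 and 0.44 for mitochondrial ribosomal proteins, 0.65 and 0.59 for clock genes, and 0.41 and 0.18 for cytosolic tRNA synthetases. They were -1.25 and -1.61 for integrins, -0.89 and -1.42 for collagens, -0.86 and -1.45 for the extracellular matrix, and -0.46 and -0.66 for the lysosome. Cytosolic ribosomal proteins changed by 0.066 and 0.18 and oxidative phosphorylation by 0.12 and 0.17, and in SKNAS both went below 0 with the covariate, at -0.075 and -0.024. The cell cycle lists changed by -0.017 and -0.26 (S) and -0.094 and -0.27 (G2M). In SKNAS these turned to 0.10 and 0.081 after rescaling and 0.13 and 0.13 with the covariate, and S in SHEP turned to 0.027 after rescaling. Relative to the median of all SKNAS genes, the SKNAS medians were 0.93 for MYC targets, 0.88 for clock genes, 0.87 for ribosome biogenesis, 0.73 for mitochondrial and 0.47 for cytosolic ribosomal proteins, 0.47 for tRNA synthetases, 0.45 for oxidative phosphorylation, -1.32 for integrins, -1.17 for the extracellular matrix, -1.13 for collagens, -0.37 for the lysosome, 0.022 for cell cycle S and 0.013 for cell cycle G2M. Camera tests a list against the other genes, while fry tests whether the list itself changed. Where all genes shift, as in SKNAS, the 2 answer different questions. Camera put 10 lists past an adjusted p of 0.05 in SHEP and 11 in SKNAS. Past it under fry were 11 in SHEP, cytosolic ribosomal proteins added, and 7 in SKNAS (MYC targets, mitochondrial ribosomal proteins, ribosome biogenesis, collagens, integrins, extracellular matrix and lysosome). Past it with an estimated correlation were 3 and 3, which were MYC targets and ribosome biogenesis in both lines, with integrins in SHEP and mitochondrial ribosomal proteins in SKNAS. Adjusted over the list alone, 29 of 30 MYC targets changed in SHEP and 24 in SKNAS, the same numbers as over all genes tested. The counts adjusted over the list alone differed from those over all genes in SHEP for cell cycle S (25 against 27) and G2M (32 against 33). In SKNAS they differed for cytosolic ribosomal proteins (0 against 9), mitochondrial ribosomal proteins (49 against 48), tRNA synthetases (6 against 7), oxidative phosphorylation (13 against 19), the lysosome (40 against 38), cell cycle S (10 against 12) and G2M (14 against 19). For the other lists both counts were equal in each line.

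**Figure D2:**
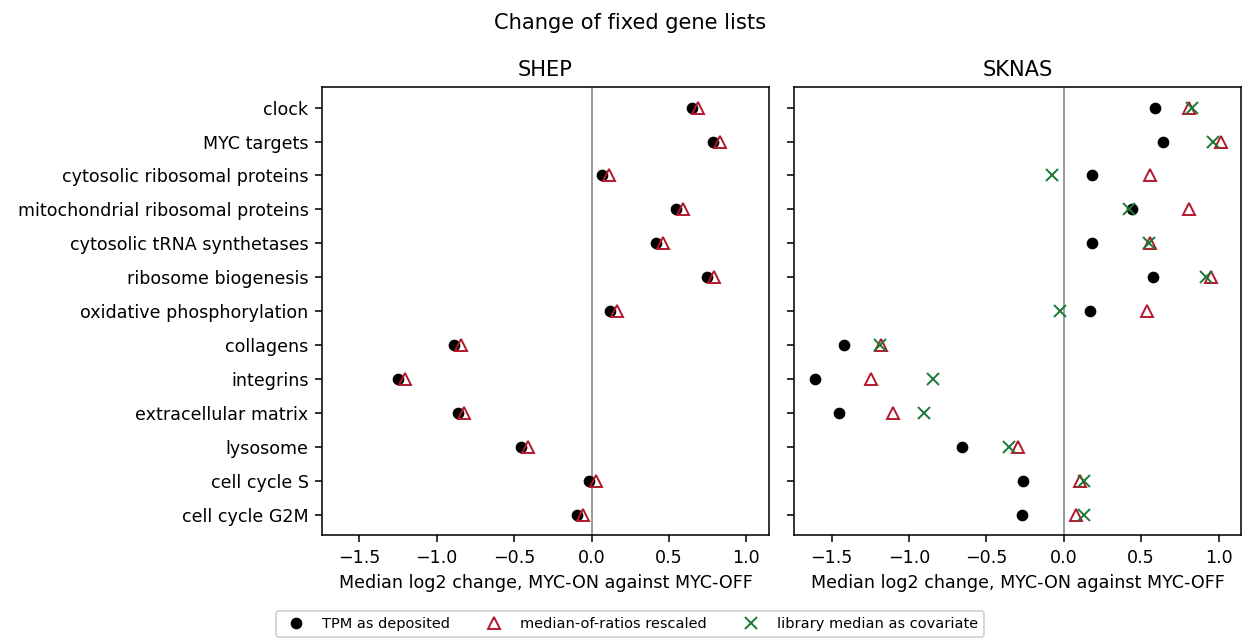
Median log2 change of each fixed list in MYC-ON against MYC-OFF (horizontal axis) for SHEP and SKNAS, with dots for TPM as deposited, triangles for rescaled TPM and crosses for the fit with the library median as covariate. Rescaling turns cell cycle S in SHEP from -0.017 to 0.027 and both cell cycle lists in SKNAS positive, and the covariate brings cytosolic ribosomal proteins in SKNAS to -0.075 and oxidative phosphorylation to -0.024.

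Among clock genes, ARNTL fell and NR1D1 rose as given above. Higher in both lines were PER1 (0.54 and 0.88 on the log2 scale), PER2 (1.28 and 1.00), PER3 (2.14 and 1.27), NR1D2 (0.44 and 0.70), DBP (0.89 and 0.90), TEF (0.81 and 0.64) and BHLHE41 (1.08 and 2.18), each at a limma adjusted p of at most 0.0227 and higher in at least 24 of 28 SHEP and 9 of 13 SKNAS pairs. Lower in both were NFIL3 (-0.88 and -1.04) and ARNTL2 (-0.24 and -1.14). CRY1 and CRY2 rose in SHEP by 0.97 and 0.75, in 28 and 26 of 28 pairs. In SKNAS they changed by 0.45 and 0.21 with limma adjusted p of 0.132 and 0.555 (higher in 8 of 13 pairs each), but by 0.97 and 0.83 with the covariate (limma adjusted p = 5.72e-05 and 6.80e-04). Their differences between lines, -0.52 and -0.55, were under the 0.66 threshold. BHLHE40 moved in opposite directions, by -0.48 in SHEP and 1.03 in SKNAS, and so did RORA, by 0.29 and -0.40, of which rescaling left -0.077 in SKNAS. CLOCK was not called in either line (-0.10 and -0.25), with a sign in SKNAS that turned under rescaling to 0.038 and with the covariate to 0.38, where it was called (limma adjusted p = 0.0425). NPAS2 (-1.20) and RORB (0.12, not called) passed the expression filter in SKNAS and not in SHEP. RORB was called after rescaling (0.39, limma adjusted p = 0.0228) and with the covariate (0.59, limma adjusted p = 8.35e-04). HLF and CIART were under it in both lines. Adjusted over the list alone, 15 of 16 clock genes tested in SHEP and 15 of 19 in SKNAS changed, the same numbers as over all genes tested.

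The next question was which genes oscillated. The oscillator fit called 2796 of 19584 genes (14.3%) in SHEP MYC-OFF, 2448 of 20142 (12.2%) in SHEP MYC-ON, 951 of 18794 (5.06%) in SKNAS MYC-OFF and 665 of 17940 (3.71%) in SKNAS MYC-ON. Of the called genes, 23.3%, 25.1%, 54.3% and 56.1% in these 4 groups averaged below 1 TPM. The counts did not stand clear of their background. Simulated noise genes in the same numbers gave 2178, 2256, 2530 and 2365 calls. With the time points in random order, the median count was 2188, 2228, 1278 and 1582, and as many genes as in the real order were called in 4, 10, 19 and 24 of 26 arrangements, the real one included. Between 83.7% and 91.6% of noise genes had an unadjusted p under 0.05, since the period is fitted. When each real gene's tau was compared with that of noise genes instead, 10 genes passed in SHEP MYC-OFF, 17 in SHEP MYC-ON, 0 in SKNAS MYC-OFF and 0 in SKNAS MYC-ON, with 443, 302, 30 and 25 genes in the period range at an unadjusted p under 0.05. The 24 h cosinor moved the SHEP counts most and called 5, 3, 0 and 0 genes, with 1834, 1898, 159 and 142 at an unadjusted p under 0.05. In SKNAS the largest move came with the library median removed with the trend, to 2331 in MYC-OFF and 2175 in MYC-ON. With an unadjusted p under 0.05 required as well, the fit called 871 genes in SKNAS MYC-OFF and 621 in SKNAS MYC-ON. With the library GC slope removed with the trend it called 2012 genes in SHEP MYC-OFF and 3128 in SHEP MYC-ON, the opposite order.

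**Figure D3:**
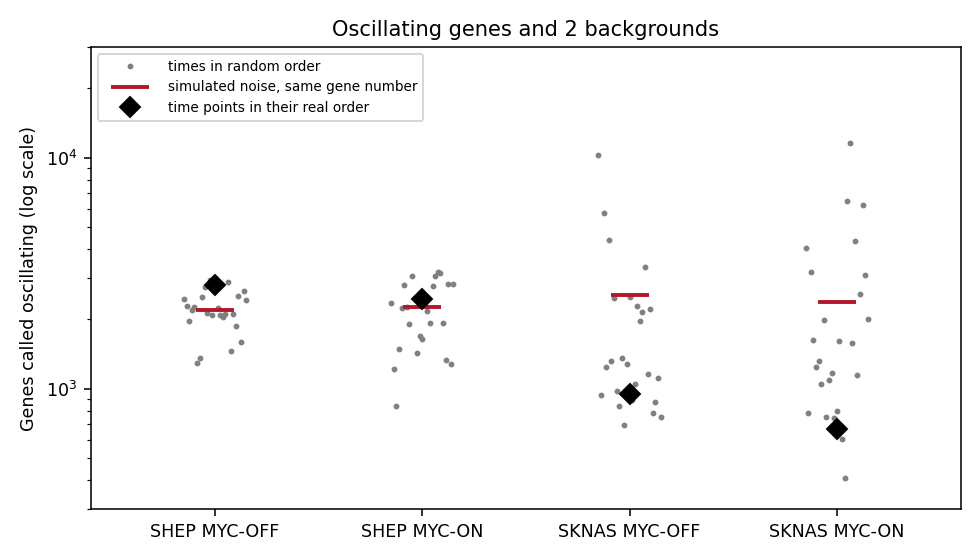
Number of genes called oscillating per group (vertical axis, log scale), with black diamonds for the real order of time points, grey dots for 25 random orders and red bars for simulated noise in the same gene number. The real counts of 2796, 2448, 951 and 665 lie within the range of the random orders.

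The study's loss of oscillation was measured as the share of genes oscillating in MYC-OFF that were not called in MYC-ON. Genes not fitted in MYC-ON count as not called. The share was 85.5% in SHEP (2390 of 2796, Wilson interval 84.1% to 86.7%) and 93.5% in SKNAS (889 of 951, 91.7% to 94.9%). Over genes fitted in both conditions it was 85.2% (2340 of 2746) and 92.3% (743 of 805). Of all genes fitted in both conditions, 87.6% in SHEP and 96.5% in SKNAS were not called in MYC-ON. A gene called in MYC-OFF was thus called in MYC-ON more often than genes as a whole, by a wider margin in SKNAS. Called in both were 406 genes in SHEP, against 339 for independent calls (Fisher's exact test, p = 4.51e-05). In SKNAS it was 62, against 28.53 (Fisher's exact test, p = 7.75e-09). The peaks of these genes lay within 4 h of each other for 69.0% in SHEP and 27.4% in SKNAS, against 33.3% by chance. With the library GC slope removed, 312 were called in both in SHEP, against 311 (Fisher's exact test, p = 0.948). With the library median removed, 278 were called in both in SKNAS, against 256 (Fisher's exact test, p = 0.126). The same comparison between the 2 SHEP series of MYC-OFF, where N-MYC was inactive in both, gave 83.7% (2288 of 2735, 82.2% to 85.0%). Between the 2 series of MYC-ON it gave 87.3% (1865 of 2136, 85.8% to 88.7%). From MYC-OFF to MYC-ON within 1 series, fitted alone, it was 88.0% (2385 of 2710, 86.7% to 89.2%) in series 1 and 88.2% (2366 of 2684, 86.9% to 89.3%) in series 2, both above the interval of the 2 MYC-OFF series. Of all genes, 86.1% were not called between the MYC-OFF series, 89.1% between the MYC-ON series, and 89.0% and 89.1% from MYC-OFF to MYC-ON within series 1 and 2. Of the genes called in MYC-ON, 83.4% in SHEP and 90.7% in SKNAS were not called in MYC-OFF.

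The difference in 24 h rhythm between MYC-OFF and MYC-ON was tested directly. In SHEP 0 of 19673 genes passed (956 at an unadjusted p under 0.05, lowest limma adjusted p = 0.386), and in SKNAS 0 of 18368 (200 at an unadjusted p under 0.05, lowest limma adjusted p = 0.986). Of the SHEP genes oscillating in MYC-OFF and not called in MYC-ON, 0 of 2359 tested passed. At an unadjusted p under 0.05 were 283 of the 2359, against 4.86% of all genes. These genes had been chosen on the same MYC-OFF values. In SKNAS 0 of 821 passed (72 at an unadjusted p under 0.05).

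Clock genes were over-represented among the SHEP MYC-OFF calls, where 9 of 19 fitted clock genes oscillated against 2.71 for their share of all genes (Fisher's exact test, p = 5.77e-04). They were ARNTL, PER2, PER3, CRY1, CRY2, NR1D1, NR1D2, TEF and NFIL3. Against simulated noise, ARNTL, CRY1, NR1D2 and TEF passed, and 6 passed adjusted over the list alone. In SHEP MYC-ON 5 of 19 were called (PER3, CRY1, CRY2, DBP and TEF, Fisher's exact test, p = 0.0716). Of these 5, 0 passed against simulated noise and 3 adjusted over the list alone. The tau of PER2 in SHEP MYC-ON did stand above simulated noise (adjusted p = 0.0290). It was not called because its fitted period was just under 20 h. The tau of PER1 in SHEP MYC-OFF did so too (adjusted p = 0.0255), but its amplitude change coefficient was not within 0.15. In SKNAS, 1 of 21 was called in MYC-OFF (CRY1) and 0 in MYC-ON. In SHEP MYC-OFF the fitted period was 26.5 h for ARNTL, 24.5 h for CRY1, 26.5 h for NR1D2 and 25.5 h for TEF, with peaks at CT 42.8, 61.3, 51.9 and 55.5. The 24 h difference test called 0 clock genes over all genes tested in SHEP and 3 adjusted over the list alone (4 of 18 at an unadjusted p under 0.05). These were NR1D2 (amplitude 0.42 on the log2 scale in MYC-OFF and 0.069 in MYC-ON, list-adjusted limma p = 6.78e-04), TEF (0.52 and 0.27, p = 0.0115) and CRY1 (0.39 and 0.17, p = 0.0469). Over all genes their adjusted p was 0.386, 0.821 and 0.970. In SKNAS 0 of 21 clock genes passed, with 0 at an unadjusted p under 0.05.

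**Figure D4:**
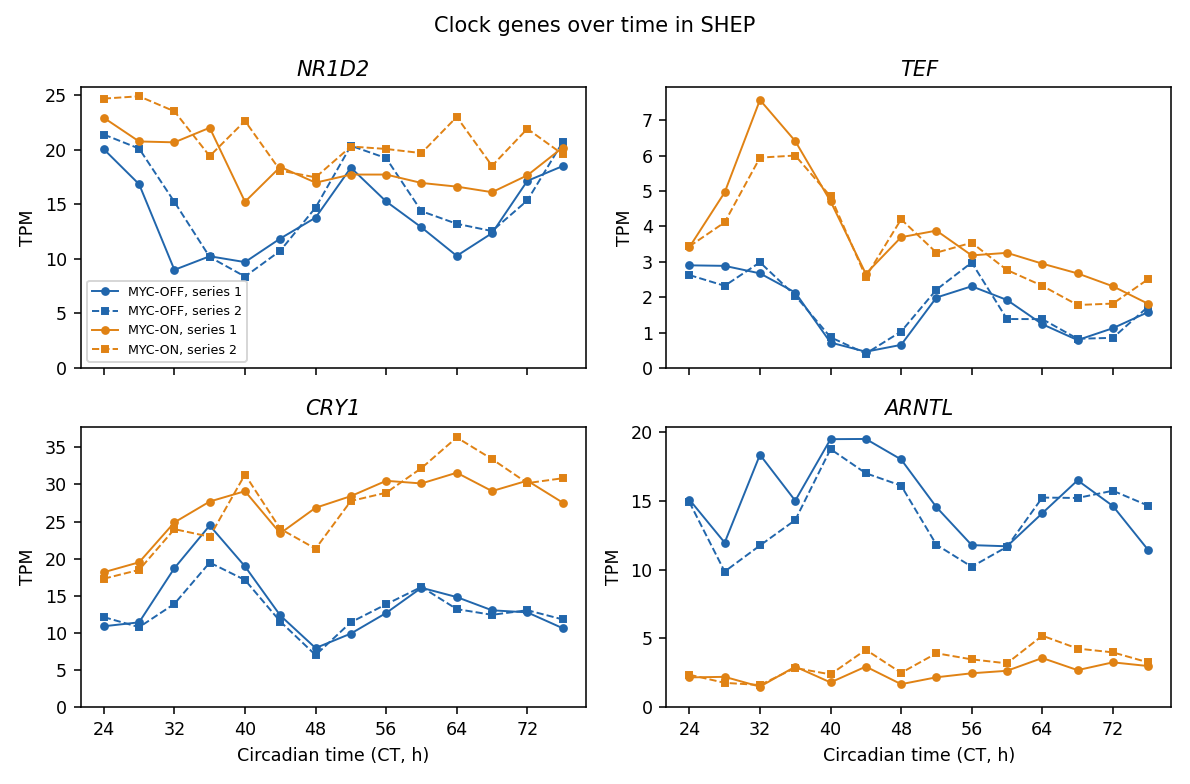
TPM of NR1D2, TEF, CRY1 and ARNTL in SHEP (vertical axes) against circadian time in hours (horizontal axes), with MYC-OFF in blue, MYC-ON in orange, 1 point per library and 1 line per series. The fitted 24 h log2 amplitude of NR1D2 is 0.42 in MYC-OFF and 0.069 in MYC-ON, and ARNTL is lower in MYC-ON at all 14 CTs.

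The genes oscillating in MYC-OFF of both lines with the smallest p were SNAI3, HCP5, MRPL20-DT, SCIN and UCP3. Of these, SNAI3 averaged 0.231 TPM in SHEP MYC-OFF and 0.165 TPM in SKNAS MYC-OFF, and 0 of the 5 passed against simulated noise in MYC-OFF of either line (lowest adjusted p 0.385 in SHEP, for HCP5). Of cell cycle genes, 7 oscillated in SHEP MYC-OFF (4 in the S list and 3 in G2M) and 9 in MYC-ON (4 and 5), where 6.14 and 7.71, and 5.23 and 6.56, would follow from their share of all genes. Against simulated noise 0 passed in MYC-OFF and 1 in MYC-ON, the cosinor called 0 and 0, and 0 of 97 differed in 24 h rhythm, with 10 at an unadjusted p under 0.05 and 0 adjusted over the list alone.

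Last, the study asked whether genes that stop oscillating change in level. Of the SHEP genes oscillating in MYC-OFF and not called in MYC-ON, 1819 had a level test, of which 622 were higher (34.2%, against 33.0% of all genes, Fisher's exact test, p = 0.251) and 696 lower (38.3%, against 39.1%, p = 0.425). Neither share differed detectably from that of all genes. Among the 10 lost genes called against simulated noise, 7 were higher (70% against 33.0% of all genes, Fisher's exact test, p = 0.0186), so the call for higher genes depends on how oscillation was called. Of these 10, 4 were clock genes (ARNTL, CRY1, NR1D2 and TEF). CRY1 and TEF were still called in MYC-ON by the fit as reported, and count as lost only at the stricter cutoff (adjusted p against simulated noise 0.0984 and 0.126).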

Values the study reported

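The study reported approximately 700 to 1600 oscillating genes in MYC-OFF, depending on the cell line, and that 90% or more of them no longer oscillated in MYC-ON. Its discussion put this loss at above 85%. It reported approximately 500 to 1500 oscillating genes in MYC-ON. It reported approximately 5500 to 7700 genes raised and 5600 to 8100 genes lowered by MYC activation. It reported 794 genes raised and 824 genes lowered 1.5-fold in common between its 3 cell lines.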

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

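In this part, the test of the difference between lines and the rescaling had been chosen before the data were examined. All other tests were chosen after the results they bear on had been seen.

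The effect of MYC activation differed between SHEP and SKNAS in a test of the difference itself for 3381 genes. That number is not clear of chance: 6 of 100 splits of the libraries into conditions, the real one included, gave as many. The largest other split gave 5023. Unequal library medians in SKNAS are argued against as the whole cause, because 49.9% of the genes were called again, with the same sign, when the median was a covariate. With that covariate, 2223 genes passed and 2 of 100 splits, the real one included, gave as many. For the genes not called again the medians stay open. The cell lines differ in more than their response to N-MYC, and SKNAS is 1 experiment, so a biological difference between lines stays open and untested.

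Among the named genes, 7 differed between lines without a covariate. For BHLHE40 the SKNAS effect was higher than the SHEP effect by 1.51 on the log2 scale, as it fell in 27 of 28 same-CT pairs of SHEP and rose in 13 of 13 of SKNAS, and for BHLHE41 it was higher by 1.10. With the library median as covariate the differences were 1.93 and 1.39, both past the threshold, which argues against the medians as the cause. The same holds for COL5A1, where the difference was 0.72 (a smaller fall in SKNAS) and 1.17 with the covariate, and for RORA, at -0.69 and -0.76 with the covariate. The change of RORA in SKNAS was -0.40 on TPM, -0.42 with the covariate and -0.077 after rescaling, where it was not called (limma adjusted p = 0.713). Its sign held, but whether a fall is detected there rests on the scaling. BHLHE40 was at 107 ± 24.2 TPM (SD, n = 28) in SHEP MYC-OFF and 5.13 ± 2.34 TPM (SD, n = 14) in SKNAS MYC-OFF. The lines thus start from different levels, and a response that depends on the starting level may account for opposite directions such as those of BHLHE40. That was not tested.

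For MYC the difference of -0.66 fell to -0.18 with the covariate (limma adjusted p = 0.514), so unequal library medians may account for it. For ARNTL2 the difference of -0.90 fell to -0.53 (limma adjusted p = 2.45e-05) and for PER3 that of -0.87 fell to -0.53 (limma adjusted p = 0.0233). Both lie below the threshold of 0.66 but away from 0, so for these genes a difference between lines and the medians cannot be told apart, since more MYC-ON than MYC-OFF libraries had low medians. With the covariate, 5 other genes above the expression filter in both lines passed that had not passed without it: MYCN (1.07, limma adjusted p = 1.94e-05), PER1 (0.88, 9.41e-04), NR1D2 (0.67, 3.02e-04), PLD6 (0.85, 1.15e-09) and PLAT (0.83, 4.03e-05). The covariate thus adds differences as well as removing them, and for these 5 whether the lines differ rests on it.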

How the results depend on the processing

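All results with the library median or the library GC slope as covariate or removed with the trend, or within bands of the library median, were added after seeing the data. The other alternatives had been chosen before.

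SHEP levels held: genes higher ranged from 3443 to 5690 and genes lower from 4091 to 6464 over 11 alternatives each, within 1.5 times the reported counts. In SKNAS, genes higher numbered 1903 as reported, 3854 after rescaling, 3924 with the library median as covariate, 2914 within the high band of medians and 1108 within the low band, and genes lower 4772 as reported and 1373 within the low band. The low band holds 7 libraries, which bears on its lower counts. The cause of the rise within the high band (13 libraries) was not tested, and for the rescaling and the covariate the scaling itself moves the centre of the changes. Genes shared 1.5-fold were 864 higher and 563 lower after rescaling, and 563 lower with the covariate. The difference between lines was called for 2223 genes with the covariate. Gene lists past the threshold were 7 in SKNAS under fry, which does not compare a list with the other genes. With an estimated correlation, which widens the variance of a list's mean, they were 3 in SHEP and 3 in SKNAS.

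Leaving out 1 SHEP series gave 4421 to 4442 genes higher, 5164 to 5399 lower, 489 to 504 shared higher, 855 to 954 shared lower and 2970 to 3073 differing between lines. It gave 2751 to 2792 oscillating genes in MYC-OFF, 2190 to 2272 in MYC-ON and a lost share of 88.36% to 88.44%.

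Oscillating counts (SHEP MYC-OFF, SHEP MYC-ON, SKNAS MYC-OFF, SKNAS MYC-ON) depended on the procedure. With periods of 20 to 28 h only they were 4915, 4152, 146 and 28. Against simulated noise they were 10, 17, 0 and 0, and with the 24 h cosinor 5, 3, 0 and 0, because a fitted period makes the first p too small. A mean TPM of at least 1 gave 445 of 14119 fitted genes in SKNAS MYC-OFF and 297 of 13365 in SKNAS MYC-ON. Those are 3.15% and 2.22%, against 5.06% and 3.71% as reported, so fewer fitted genes are not the whole cause. Of the SKNAS calls as reported, 54.3% in MYC-OFF and 56.1% in MYC-ON averaged below 1 TPM. Without removing the trend there were 966 in SHEP MYC-ON and 607 in SKNAS MYC-OFF, and with the library median removed 2331 and 2175 in SKNAS. With the library GC slope removed, chosen after seeing the data, there were 2012 in SHEP MYC-OFF and 3128 in SHEP MYC-ON, which reverses the order of the conditions. The cause was not tested for these.

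The lost share in SHEP was 75.95% with periods of 20 to 28 h only, 100% against simulated noise (10 of 10 genes) and with the cosinor (5 of 5), 94.7% without removing the trend, 87.6% without CT24 and 89.4% with no replicate block. In SKNAS it was 100% with periods of 20 to 28 h only, 95.7% at a mean TPM of at least 1, 88.1% with the library median removed and 94.0% with an unadjusted p under 0.05 required as well. No share can be given for SKNAS against simulated noise or with the cosinor, where 0 genes were called. Cell cycle genes oscillating in SHEP were 0 in MYC-OFF and 0 in MYC-ON with the cosinor. SHEP genes lost and changed in level were 7 higher and 3 lower against simulated noise, from 10 genes, and there the share of higher genes differed from that of all genes (Fisher's exact test, p = 0.0186), which it did not as reported. The cause of the other changes was not tested. The 24 h difference test called 0 genes in each line under each alternative run. In SHEP it came closest with the library GC slope removed. The lowest limma adjusted p was then 0.0527, with 1105 genes at an unadjusted p under 0.05. Under the other SHEP alternatives the lowest limma adjusted p was 0.161 or more.

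Signs turned in SKNAS for MYCN (0.65 with the covariate, 0.065 in the high band), CLOCK (0.038 rescaled, 0.38 with the covariate, 0.56 in the high band, 0.20 in the low band) and SLC2A1 (0.17 with the covariate, 0.30 in the low band). None of these was past the threshold as reported, and CLOCK passed it with the covariate (limma adjusted p = 0.0425). Among 690 comparisons of single genes, 15 were weaker and 8 stronger, and 8 turned sign as listed. The correlation of SHEP and SKNAS changes across genes (rho 0.66) moved by more than the SD of the fits that each left out 1 SHEP series in 5 comparisons, from 0.478 without a filter to 0.696 at a mean TPM of at least 5.

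The replicate numbers of SHEP mark series, and libraries of the same CT and series did not deviate together throughout: the correlation of their deviations exceeded 0.1 at 11 of 14 CTs (0.0375 to 0.301 over the 14, all above 0) and was 0.489 between the series means of the 2 conditions. Since 3 CTs fell short, the numbers are not taken to pair the samples, though the series share a part of their deviations. With series as a replicate block 4765 genes were higher and 5605 lower, and the block changed no call of the named genes. The lost share with no replicate block, given above, was the 1 result of 89 it moved. The depth of each library is unknown, so a limit it may set on a single library was not measured.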

Other observations

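The 24 h difference test, the 24 h cosinor, the rescaling and the other alternatives listed above as chosen beforehand had been fixed before the data were examined. Of the further tests in this part, that of GC content within ribosomal and oxidative phosphorylation genes was set before its values were seen. So was the test of fitted periods after removal of the library median. The test of peaks with the time points of series 2 in random order was set before the values of the random orders were seen, as the real share was known. All other tests in this part were chosen after the result was seen.

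Changes in level were compared with chance. In SHEP, 1 of 100 splits of the libraries, the real one, gave as many changed genes as the 10314 found, and in SKNAS 1 of 100 gave as many as the 6675 found, where the largest other split gave 4269. For genes shared 1.5-fold, 1 of 100 gave as many. The number of gene lists past the camera threshold was no evidence: 43 of 100 splits in SHEP and 25 of 100 in SKNAS gave as many lists as the 10 and 11 found. The size of the list changes was clearer. For 11 of 13 lists in SHEP and 9 of 13 in SKNAS, fewer than 5 of 100 splits gave a median as far from that of all genes. The exceptions were the 2 cell cycle lists in both lines and, in SKNAS, cytosolic ribosomal proteins (21 of 100) and oxidative phosphorylation (24 of 100).

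Most SKNAS libraries with a low or middle median were MYC-ON, but MYC activation as the only cause is argued against by the 4 MYC-OFF libraries outside the high band and by SHEP, where all 28 MYC-ON libraries were in the high band. A few genes taking most of the TPM would be removed by rescaling. The first component held 65.9% of the variance of the SKNAS libraries before, and 56.6% of the variance left after. How much variance was left, and whether that component still followed the bands, was not measured. The shares therefore do not decide whether that is the whole cause. Gene length and GC content as the whole cause stay open for the same reason. With both removed, the first component held 54.9% of the variance then left. Loss of long transcripts in some libraries may be part of it: across genes, the correlation of a library's deviation with gene length was at most -0.140 in the low band and at least 0.111 in the high band. The labels give a high average RNA integrity for the whole series, and no value per library. MYCN itself ranged from 13.1 to 86.6 TPM in the low band and from 516 to 1046 TPM in the high band, so the level of the fusion's transcript moved with the same factor.

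The surplus of lower genes in SKNAS may come from this imbalance. With the library median as covariate 52.0% of the calls were higher, but the covariate centres the changes, so a general fall in MYC-ON and unequal libraries cannot be told apart in this design. Within the high band, 2914 genes were higher and 3699 lower with 10 MYC-OFF and 3 MYC-ON libraries.

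In SKNAS MYC-ON, 52.3% of the 17940 fitted genes had a best period of 10 to 12 h, against 20.3% of simulated noise genes. After the library median was removed with the trend it was 17.2%. A likely source of these short periods is therefore the course of the library median over the time points, a technical or at least library-wide factor rather than gene-specific rhythm.

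The oscillating calls may be mostly noise that passes the fit. With the times in random order, as many genes as in the real order were called in 4 (SHEP MYC-OFF), 10 (SHEP MYC-ON), 19 (SKNAS MYC-OFF) and 24 (SKNAS MYC-ON) of 26 arrangements. Against that, the cosinor in SHEP called 5 and 3 genes where 50 random orders gave at most 1, and the peaks of genes called in both SHEP series of MYC-OFF lay within 4 h of each other for 57.7% (53.1% to 62.2%), where random orders of the time points of series 2 gave 16.9% to 50.5% (median 34.3%, 25 orders). A share as large was thus seen in 1 of 26 arrangements, the real one. In MYC-ON the share was 61.6%, where random orders gave 22.2% to 51.7%, again as large in 1 of 26 arrangements. The number of genes called in both series differed between conditions. It was 447 in MYC-OFF, with as many in 1 of 26 arrangements, and 271 in MYC-ON, with as many in 13 of 26. Some of the SHEP calls are therefore repeated between experiments, with their number not settled by these fits. Whether oscillation was lost beyond what unrelated calls give stays open. Of all genes fitted in both conditions, 87.6% in SHEP and 96.5% in SKNAS were not called in MYC-ON, but if most calls are noise the share lost lies near that value whatever the few oscillating genes do.

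The 24 h difference test found 0 genes in either line, and accordingly all 100 of 100 exchanges of MYC-ON and MYC-OFF within CT and series gave as many in SHEP and in SKNAS. At an unadjusted p under 0.05, 16 of 100 exchanges gave as many as the 956 SHEP genes, and 52 of 100 as many as the 200 SKNAS genes. In SKNAS the self-test recovered 13% of simulated differences, so a difference there would mostly be missed. For the clock list alone in SHEP, 2 of 100 exchanges, the real one included, gave as many as 3 genes. A different 24 h rhythm of NR1D2, TEF and CRY1 with activated N-MYC is therefore a hypothesis that chance in the grouping does not readily explain. The fitted 24 h amplitude was smaller in MYC-ON for all 3, but the test responds to phase as well as amplitude. The 24 h peak of CRY1 was nearly unchanged (12.8 h in MYC-OFF and 13.3 h in MYC-ON), and that of TEF was at 7.22 h and 10.1 h. The mean level of all 3 genes rose at the same time.

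In the 6 libraries of SHEP MYC-ON series 2 from CT52 to CT72, deviations from the gene mean correlated with GC content across genes at -0.453 to -0.247, below each of the other 50 SHEP libraries (-0.112 to 0.328). MYC activation or circadian time is argued against, since series 1 had a median of 0.0204 at the same CTs. The trend was also present within 228 genes of the ribosomal and oxidative phosphorylation lists, as a GC bias of those libraries would give. The median correlation there was -0.360, against 0.0558 in the other libraries. The same 6 libraries were also higher in MALAT1 (median 84.3 TPM against 33.5 in the other 50) and XIST (62.4 against 25.4), with overlapping ranges. A GC bias is thus not shown to be their only difference. The correlations are across genes, which are not independent replicates. The labels name no batch.

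That trend reached a result that could look biological. Of 170 SHEP genes with a 24 h wave common to both conditions, 63.5% (Wilson interval 56.1% to 70.4%) had the larger amplitude in MYC-ON. With the library GC slope removed with the trend the share was 50.6% (40.3% to 60.8%) of 87 genes. Among the genes of the first set it was 49.7% of 169 without series 2 and 65.9% of 170 without series 1. The larger amplitude may thus come from the GC trend of series 2, without which it is not seen.

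Some values differ from those quoted from the study. Oscillating genes here were 2796 in SHEP MYC-OFF. That is higher than the range quoted from the study above. In SHEP MYC-ON they were 2448. That too is higher than the quoted range. Genes higher in SKNAS MYC-ON here were 1903. That is lower than the range quoted from the study above. Genes shared at 1.5-fold higher here were 504. That is lower than the quoted value, which is over more cell lines. Both gaps depend on the scaling. After rescaling, 3854 genes were higher in SKNAS and 864 were shared higher, and with the library median as covariate 3924 and 729. The first count then stays below its quoted range, and the second lies above the quoted value after rescaling and below it with the covariate. Genes higher in SHEP here were 4734 and genes lower in SKNAS were 4772. These lie below the quoted ranges by a smaller factor. Only genes with a mean TPM of at least 1 were tested here, 14362 in SHEP and 13886 in SKNAS. The study related its counts to all genes it detected, so the counts are over unlike sets of genes. The study used count models, another implementation of the oscillator and a further SKNAS series, none of which was run here.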
